A study of Mus musculus with 12 samples. Its data were reported in "The liver-enriched lnc-LFAR1 promotes liver fibrosis by activating TGFβ and Notch pathways" (2017).

How the data were processed

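Total RNA from mouse liver was measured on Affymetrix Mouse Genome 430 2.0 arrays, which read each transcript with probe sets of short oligonucleotides near its 3′ end. There were 12 arrays in 4 groups of 3, each array hybridized with biotin-labelled material from 1 liver sample. All mice were male Balb/c mice aged 8 weeks. Groups and replicate numbers were taken from the sample labels, and every column of values was matched to a sample.

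The deposited values are on the log2 scale and lay between 1.81 and 14.5. The authors summarized and normalized them before deposition, and the sources used here name no method for it. The mean log2 value of an array was between 5.10 and 5.11, so an overall change in RNA content per cell cannot be read from them. The values come without detection calls, so a low value may be background, and the fold change of a gene that is low in 1 group is understated. No background subtraction, floor or further normalization was applied. For arrays the number of arrays limits the precision.

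The value table holds 45101 probe sets, of which 64 are control probe sets. An annotation table of the platform gave exactly 1 gene symbol to 34958 probe sets, several symbols to 932 and none to 9211. Each of 18193 genes was represented by the probe set with the highest mean over all arrays, and 9010 of these genes had at least 2 probe sets. Probe sets without a single gene symbol were left out of the comparisons and tested apart.

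Genes were tested with limma 3.58.1 in R 4.3.3. A linear model with the 4 groups was fitted to the log2 values of all 12 arrays with lmFit, which left 8 residual degrees of freedom, and the moderated test of eBayes was used with an intensity trend. The model gave NC+CCl4 against NC, shLFAR1+CCl4 against NC+CCl4, shLFAR1+CCl4 against shLFAR1, shLFAR1 against NC, and the interaction, that is the CCl4 response with the knockdown virus minus the CCl4 response with the control virus. All tests were two-sided, p was adjusted by the Benjamini-Hochberg method over all 18193 genes, and a gene was called at an adjusted p under 0.05. Errors of log2 changes are standard errors from this model. The labels describe the replicates as biological, so p measures the spread between liver samples. That spread was pooled over all groups, although it differed between them. The median SD over genes was 0.131 in NC and 0.106 in shLFAR1, but 0.172 in NC+CCl4 and 0.143 in shLFAR1+CCl4. The pooled spread can therefore be too small for shLFAR1+CCl4 against NC+CCl4. For shLFAR1+CCl4 against NC+CCl4 the list scores were also compared within pairs of the same replicate number by an exact test over all sign flips, which was added after the results were seen. Means and p for list scores, tables and figures were made in Python 3.11.15 and R.

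A set of 36 gene lists for matrix, cell types, metabolism, stress and inflammation was tested with camera from limma, at its preset correlation between genes of 0.01, adjusted over the 36 lists of each comparison. Calls of the members were also counted with p adjusted over the list alone. Because camera with a preset correlation takes genes of a list as nearly independent, camera with an estimated correlation and fry were run beside it. For 4 lists the mean log2 value minus the NC mean was computed per array and compared by an exact permutation test, two-sided, for which 3 arrays against 3 cannot give a p below 0.1. The groups, tests, lists, alternatives and the rule for naming genes were chosen before the data were examined.

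Genes were named by that rule. In each comparison it took the 10 highest and the 10 lowest log2 changes among called genes whose arrays did not overlap between the groups and whose higher mean was above the median of all genes in that group. Where no gene was called it took the 5 with the smallest p. It also took the genes the study measured by other methods, and from each list described the members with the highest mean or the largest change among called members. Genes outside the rule are marked as such where they appear.

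The size of the CCl4 response with the knockdown virus was expressed as the median over genes of the ratio of both log2 changes, which share no array. The comparisons NC+CCl4 against NC and shLFAR1+CCl4 against NC+CCl4 do share the NC+CCl4 arrays, with opposite sign, so unchanged groups would already give opposite changes. Their covariance was therefore set beside 100 simulations of unchanged groups, made by permuting whole arrays of model residuals. In 100 further simulations, added after results had been seen, both CCl4 groups carried the change of NC+CCl4 against NC and the virus changed nothing. Replicate numbers were checked for pairing by correlating deviations from the group means. In NC+CCl4 and shLFAR1+CCl4 the arrays with the same number correlated at 0.126, 0.229 and 0.192, against -0.234 to 0.093 for other numbers, so the number was taken to pair these groups. This pairing comes from the data alone, since the labels state none, and no other 2 groups had all such values over 0.1. The paper describes a random division of the mice into groups. Arrays with different numbers reached 0.188 in NC and NC+CCl4, so the pairing is uncertain.

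Alternatives left out genes below the 40th percentile of mean log2 value, tested all probe sets or their mean per gene, added quantile normalization or median centring, dropped the intensity trend, fitted only the 2 groups compared, weighted arrays by quality, added the replicate number as a block, and left out each array in turn. They also used the threshold stated by the study, a fold change over 1.6 with p under 0.05, in limma and in a Student test per gene without moderation. That p was taken as unadjusted, which the study does not state. The floors planned for linear values were not run, since the values are logarithms. Counts within 1.5 times of each other were treated as the same.

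The limma step was tested on simulated data with independent genes, the residual spread of each of the 18193 genes and known changes. For NC+CCl4 against NC it recovered 60% of genes changed 1.6-fold, 90% of those changed 2-fold and 98% of those changed 4-fold, and 4.4% of calls were false. For shLFAR1+CCl4 against NC+CCl4 the shares were 64%, 88% and 100%, with 3.85% false. For shLFAR1+CCl4 against shLFAR1 they were 70%, 90% and 100%, with 4.76% false, and for shLFAR1 against NC 76%, 88% and 100%, with 5.21% false. In the same data camera called all 3 lists that were shifted, and 1 of 31 lists that held no shifted gene. The simulation gave each gene 1 spread in all groups and held no array that differed in many genes at once. The shares need not hold for the CCl4-treated groups. In shLFAR1+CCl4 against NC+CCl4 the cell cycle list had a median log2 change of -2.12, yet limma called none of its 43 genes.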

Results

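Liver RNA was profiled to ask how lnc-LFAR1, a long noncoding RNA of the liver, takes part in fibrosis caused by carbon tetrachloride (CCl4). Male mice were injected intraperitoneally 3 times per week with 5% CCl4 in olive oil at 0.3 ml/kg, or with oil alone, for 6 weeks. A lentivirus was given through the tail vein after 2 weeks, either a control virus (NC) or a virus with a short hairpin RNA against lnc-LFAR1 (shLFAR1), and injections went on for 4 weeks. This gave the groups NC, NC+CCl4, shLFAR1 and shLFAR1+CCl4, with 3 arrays each. No probe set carries the name of lnc-LFAR1, so its own level was not analysed here.

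The arrays were alike in overall distribution, with medians between 4.42 and 4.50 log2 units, and Spearman's rho between any 2 arrays, taken across genes, was 0.967 to 0.995. The first principal component held 56.3% of the variance and the second 10.5%. The 6 oil arrays lay between -26.7 and -20.4 on the first component and the NC+CCl4 arrays at 43, 34.8 and 48.8. In the shLFAR1+CCl4 group replicates 1 and 2 lay at -6.8 and -9.66, near the oil arrays, whereas replicate 3 lay at 39.2, among the NC+CCl4 arrays. NC+CCl4 replicate 1 also stood apart in the difference between 3′ and 5′ probe sets of the beta-actin transcript, which was 1.31 log2 units against 0.704 to 1.07 in the other arrays. For Gapdh this difference was 0.716 log2 units in that array, against -0.205 to 0.033 in the others.

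**Figure D1:**
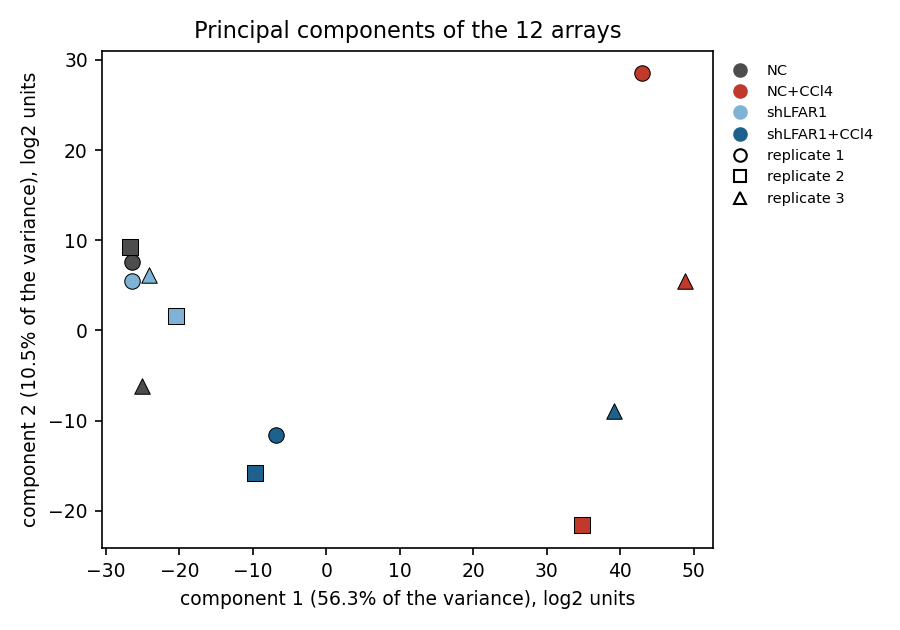
First 2 principal components of the 12 arrays (points, coloured by group, shaped by replicate number; axes in component units with the percent of variance, 56.3% and 10.5%). Replicate 3 of shLFAR1+CCl4 lies at 39.2 on the first component, between the NC+CCl4 arrays at 34.8 and 48.8, and replicates 1 and 2 lie at -6.8 and -9.66.

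The first comparison, NC+CCl4 against NC, shows what CCl4 did to the liver under the control virus. The acute phase protein Lcn2 rose 108-fold (log2 change 6.76 ± 0.72, SE, n = 3 arrays per group, adjusted p = 0.000292), and the fetal liver protein Afp rose 58.7-fold (5.88 ± 1.37, adjusted p = 0.0146). Gpnmb and Lgals3, which mark lipid-laden and scavenging macrophages, rose 33.3-fold and 27.5-fold, and the macrophage elastase Mmp12 rose 22.1-fold. The serum amyloid genes Saa2 and Saa3 rose 21.8-fold and 20.7-fold, and the other named genes that rose were D17H6S56E-5, Ly6d and Cyp2b9, at 19.8-fold to 32.0-fold. The steroid dehydrogenase Hsd3b5 fell 260.2-fold (-8.02 ± 1.03, adjusted p = 0.000821) and the organic anion transporter Slco1a1 fell 71.8-fold (-6.17 ± 1.01, adjusted p = 0.00274). Cyp7b1, an oxysterol hydroxylase of bile acid synthesis, fell 25.7-fold, the glutamate transporter Slc1a2 fell 13.8-fold, and Serpina4-ps1, Obp2a, Mup10, Sult5a1, Ugt2b38 and Nlrp12 fell 10.1-fold to 27.2-fold.

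The genes of the fibrous matrix rose together. Of 42 measured collagens and other matrix genes 29 rose and none fell, also when adjusted over the list alone (camera adjusted p = 4.93e-21, and adjusted p = 0.0968 with an estimated correlation). The fibrillar collagens Col1a1, Col3a1 and Col1a2 rose by 3.81 ± 0.57, 3.71 ± 0.41 and 3.70 ± 0.37 log2 units, and Col6a3 rose by 3.14. Of 28 genes for matrix crosslinking and turnover 14 rose (15 adjusted over the list alone), among them Mmp2, Loxl1 and the collagen chaperone Serpinh1 at 9.47-fold, 4.87-fold and 3.41-fold (camera adjusted p = 2.08e-10, and adjusted p = 0.0968 with an estimated correlation). Among 20 markers of stellate cells, the collagen-producing cells of the liver, 11 rose (14 adjusted over the list alone), with Pdgfrb at 5.22-fold, Vim at 3.99-fold and Acta2 at 2.73-fold (camera adjusted p = 9.09e-09, and adjusted p = 0.104 with an estimated correlation).

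The pro-fibrogenic genes that the study followed by PCR were chosen by the study and are not independent evidence of direction. Of this panel of 12 genes 8 rose over all genes and 8 when adjusted over the list alone (camera adjusted p = 1.44e-07, and adjusted p = 0.104 with an estimated correlation). Beyond those above these were Col4a5 at 10.6-fold, Timp1 at 3.12-fold and Tgfbr1 at 1.52-fold (0.60, adjusted p = 0.0196). Tgfb1 (log2 change 0.33), Ccn2, Mmp9 and Mmp10 were not called. The list for its inflammation and apoptosis genes holds Tnf, Il1b, Ccl2 and Bad, and also Bcl2l1, which its text does not name, while Bax has no probe set in the annotation. None of these 5 was called by limma, over all genes or over the list alone (camera adjusted p = 0.332). Among 19 genes of TGFβ and Smad signalling 9 rose (10 adjusted over the list alone), with the latent TGFβ binding protein Ltbp2 at 5.40-fold and the receptor Tgfbr2 at 4.27-fold (camera adjusted p = 1.58e-06, and adjusted p = 0.104 with an estimated correlation). In the Notch pathway Dll1 and Notch1 rose, with log2 changes of 0.97 and 0.68. Notch2, Notch3, Hes1, Hey2 and Jag1, other members of that pathway, were not called, and the list of 15 did not pass (camera adjusted p = 0.0705), though it did without NC replicate 1 (0.0204) or NC+CCl4 replicate 3 (0.0465). Notch1 lost its call in 16 of 26 alternatives. Hes1 passed in limma at the threshold of the study, with p unadjusted, and was called without NC+CCl4 replicate 2. Notch2, Notch3, Hey2 and Jag1 gained a call in no alternative. The study places the human region that matches the lnc-LFAR1 locus beside the human genes CYP2U1 and HADH. Of the mouse genes of these names, Cyp2u1 fell 4.34-fold (-2.12 ± 0.35, adjusted p = 0.00283) and Hadh was not called (0.14). As a pair they did not pass camera (adjusted p = 0.484).

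Inflammatory and proliferative genes rose as well. Of 22 macrophage markers 14 rose and 1 fell (15 and 1 adjusted over the list alone), with lysozyme Lyz2 at 15.3-fold and Cd68 at 7.66-fold (camera adjusted p = 1.42e-10, and adjusted p = 0.162 with an estimated correlation). Of 22 acute phase genes 17 rose (18 rose and 1 fell adjusted over the list alone, camera adjusted p = 1.95e-14, and adjusted p = 0.0968 with an estimated correlation). Of 17 genes of antigen presentation 11 rose (12 adjusted over the list alone), led by the cathepsin Ctss and the MHC class II gene H2-Ab1 with log2 changes of 3.36 and 3.07 (camera adjusted p = 7.38e-14, and adjusted p = 0.0968 with an estimated correlation). Of 25 interferon targets 13 rose (21 adjusted over the list alone), with Ifit2 and Oas1a at 5.00-fold and 4.95-fold (camera adjusted p = 1.2e-12, and adjusted p = 0.197 with an estimated correlation). The neutrophil proteins S100a8 and S100a9 rose 11.3-fold and 6.32-fold, 2 of the 3 called among 10 neutrophil markers (camera adjusted p = 0.00183, and adjusted p = 0.18 with an estimated correlation). Of 43 cell cycle genes 31 rose and none fell (39 rose adjusted over the list alone), with the proliferation antigen Mki67 at 19.0-fold (4.25 ± 0.82) and Birc5 at 19.7-fold (camera adjusted p = 1.41e-21, and adjusted p = 0.18 with an estimated correlation). The cell cycle inhibitor Cdkn1a, a member of the list, rose 7.77-fold. The mean cell cycle score of NC+CCl4 replicates was 2.97, 1.00 and 2.85 log2 units above NC.

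Hepatocyte functions moved in part. Of 23 genes of bile acid synthesis and transport 9 fell and 1 rose (12 and 1 adjusted over the list alone), with Slco1a1 and Cyp7b1 as above, Cyp8b1 at 5.34-fold lower and the efflux pump Abcc4 3.68-fold higher (camera adjusted p = 3.6e-05, and adjusted p = 0.0968 with an estimated correlation). Of 10 genes known to be higher in male than in female mouse liver 7 fell (10 adjusted over the list alone), with Susd4 at 8.31-fold beside Hsd3b5 (camera adjusted p = 7.8e-08, and adjusted p = 0.199 with an estimated correlation). Slco1a1 and Cyp7b1 belong to both lists. Of 15 genes of fatty acid synthesis 9 rose and 1 fell (10 and 2 adjusted over the list alone), with Scd1 at 8.69-fold and Fasn at 5.26-fold (camera adjusted p = 2.36e-05, and adjusted p = 0.208 with an estimated correlation). Proteins secreted by hepatocytes changed little: 5 of 20 fell, 1 rose, their score lay 0.184 log2 units below NC (exact permutation p = 0.1), and the list did not pass (adjusted p = 0.119).

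Over all genes 2378 of 18193 were called in NC+CCl4 against NC, 1393 higher and 985 lower, and 4927 had an unadjusted p under 0.05. Of the called genes 1356 changed more than 1.6-fold. The count was 1263 without NC replicate 1 and 1321 without NC replicate 2, and 280 genes passed a test per gene without moderation after the same adjustment. For 6 called genes, Acly, Cavin1, Cyp1b1, Ifnar2, Masp1 and Pde5a, which fall outside the naming rule and were picked after their values were seen, another probe set was called in the opposite direction.

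The second comparison, shLFAR1+CCl4 against NC+CCl4, asks what the knockdown virus changed in the CCl4-treated liver. The neutrophil chemokine Cxcl1 was 7.09-fold higher with the knockdown virus (2.83 ± 0.48, SE, n = 3 arrays per group, adjusted p = 0.0317). Nlrp12, an inhibitor of inflammatory signalling, was 4.35-fold higher (2.12 ± 0.24, adjusted p = 0.00537) and the phosphodiesterase Gpcpd1 2.93-fold higher (1.55 ± 0.15, adjusted p = 0.00354). Arhgef26, the glutathione-degrading enzyme Chac1, Cyp2g1, the transcription factor Junb, Adcy9, Flcn and the ubiquitin ligase component Fbxo31 were 2.18-fold to 2.99-fold higher. With the replicate number as a block Cxcl1, Chac1 and Flcn were not called (adjusted p = 0.0532, 0.0521 and 0.0594). Ltbp2 was 3.44-fold lower (-1.78 ± 0.27, adjusted p = 0.0186) and the collagen-binding proteoglycan Fmod 2.92-fold lower (-1.54 ± 0.24, adjusted p = 0.0193). H2-Ab1 and its invariant chain Cd74 were 2.75-fold and 2.45-fold lower, the endothelial lipase Lipg 2.45-fold lower, and Gm6958, Serpina7, Plagl1, Npdc1 and Dynll1 2.52-fold to 4.83-fold lower.

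Many of the lists that had risen with CCl4 lay lower with the knockdown virus, though few of their members were called singly. Lists that had risen but did not pass here were those of neutrophils (camera adjusted p = 0.456), chemokines and cytokines (0.647), apoptosis and p53 targets (0.182) and cholesterol synthesis (0.324). In NC+CCl4 against NC, 5 of 19 apoptosis and p53 targets had risen (camera adjusted p = 0.000932, and adjusted p = 0.0968 with an estimated correlation). The cholesterol synthesis list was directed up here (median log2 change 0.117). It passed as higher, not lower, without NC+CCl4 replicate 3 (0.0287) or shLFAR1+CCl4 replicate 1 (0.0223). The apoptosis list passed as lower without shLFAR1+CCl4 replicate 3 (0.0303). Of 42 matrix genes 2 fell, Fmod and Lama2 (0 rose and 26 fell adjusted over the list alone), and the median log2 change was -0.65 (camera adjusted p = 2.21e-17, and adjusted p = 0.178 with an estimated correlation). Col1a1 had a log2 change of -2.07 (adjusted p = 0.125) and Col1a2 of -1.79 (adjusted p = 0.0742). In the same pro-fibrogenic panel, again not independent evidence, limma called none of 12 genes over all genes, and 5 fell when adjusted over the list alone (camera adjusted p = 1.93e-05, and adjusted p = 0.189 with an estimated correlation). At the threshold of the study, with p unadjusted, Acta2, Col1a1, Col1a2, Col3a1 and Mmp2 passed in limma and the other panel genes did not. In the inflammation and apoptosis list none of 5 was called by either adjustment, with log2 changes of -0.15 for Il1b and 0.06 for Ccl2. No cell cycle gene of 43 was called over all genes, yet 35 fell when adjusted over the list alone and the median was -2.12 (camera adjusted p = 1.32e-26, and adjusted p = 0.178 with an estimated correlation). Antigen presentation genes lay lower, with 2 of 17 called and 7 adjusted over the list alone (camera adjusted p = 6.92e-09, and adjusted p = 0.178 with an estimated correlation). So did stellate cell markers, with 0 of 20 called and 6 adjusted over the list alone (camera adjusted p = 5.53e-07, and adjusted p = 0.178 with an estimated correlation). Macrophage markers also lay lower, with 0 of 22 called and 5 lower and 1 higher adjusted over the list alone (camera adjusted p = 1.94e-05, and adjusted p = 0.403 with an estimated correlation). The list of TGFβ and Smad genes, of which Ltbp2 alone fell over all genes, was shifted down (camera adjusted p = 2.82e-05, and adjusted p = 0.178 with an estimated correlation), and the Notch list was not (adjusted p = 0.17).

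Some hepatocyte genes lay higher with the knockdown virus. The bile acid uptake carrier Slc10a1 rose 1.41-fold (0.50 ± 0.09, adjusted p = 0.0396) in a list of 23 that was shifted up, with 6 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.000181, and adjusted p = 0.178 with an estimated correlation). The clotting factor F11 rose 1.81-fold among secreted proteins (camera adjusted p = 0.000915, and adjusted p = 0.178 with an estimated correlation). With the replicate number as a block Slc10a1 and F11 were not called (adjusted p = 0.0625 and 0.0532). Acute phase genes were not lower. Here limma called none of 22 over all genes and 2 higher adjusted over the list alone. The median log2 change was 0.21, and the list was shifted up (camera adjusted p = 0.0296, and adjusted p = 0.472 with an estimated correlation). Its adjusted p was 0.92, with the opposite direction, without NC+CCl4 replicate 1, and 0.155 without shLFAR1+CCl4 replicate 3. Cyp2u1 and Hadh, whose human namesakes lie beside the region matching the lnc-LFAR1 locus, were not called. Their log2 changes were 0.61 (adjusted p = 0.475) and -0.09 (adjusted p = 0.704).

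The 3 shLFAR1+CCl4 arrays were unlike each other in these lists. The cell cycle score was -0.05, -0.03 and 1.57 log2 units above NC in replicates 1, 2 and 3, and the difference from NC+CCl4 was -1.78 (exact permutation p = 0.2). The matrix score was 0.57 ± 0.46 (SD, n = 3) against 1.31 ± 0.06 in NC+CCl4, with no overlap (exact permutation p = 0.1, the smallest that 3 arrays against 3 can give), and the macrophage score differed by -0.62 (exact permutation p = 0.3). Within pairs of the same replicate number, tested after the values were seen, the cell cycle score was lower with the knockdown virus in all 3 (-3.02, -1.02 and -1.29), as was the matrix score (-1.05, -0.97 and -0.22), each with an exact p of 0.25, the smallest that 3 pairs can give. The macrophage score was lower in 2 of 3 pairs (exact p = 0.5). Without shLFAR1+CCl4 replicate 3, limma called 23 matrix, 29 cell cycle, 12 macrophage, 10 stellate cell and 8 antigen presentation genes lower over all genes, and 1 macrophage gene higher.

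**Figure D2:**
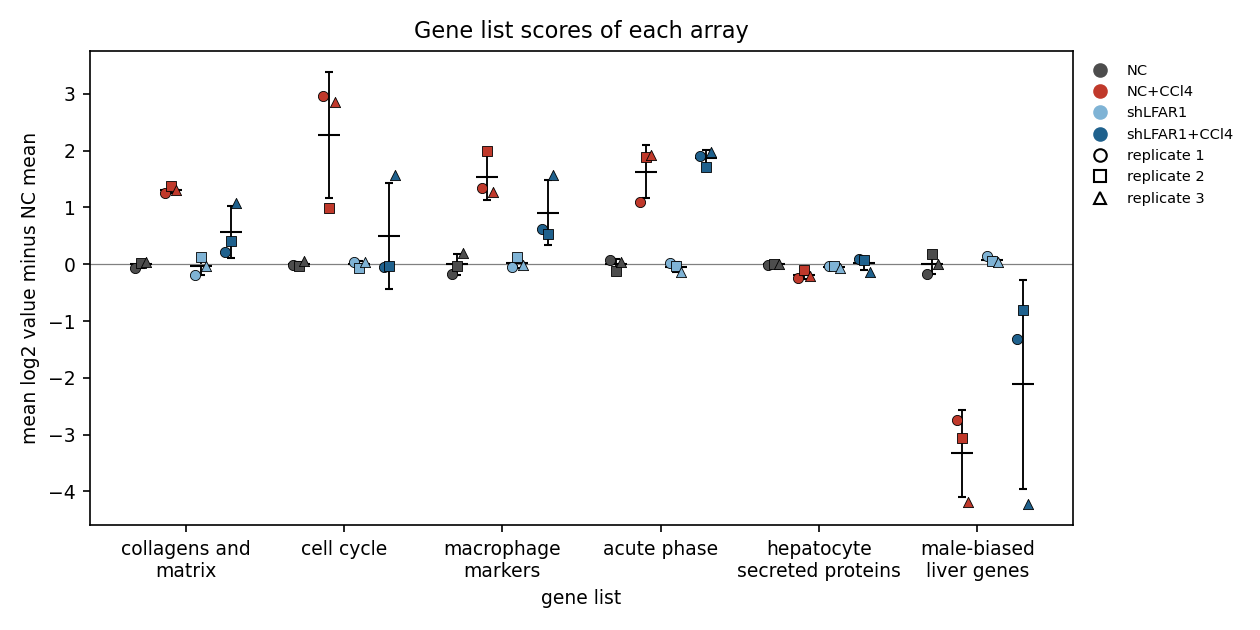
Mean log2 value of 6 gene lists in each array minus the NC mean (y axis, log2 units), by group; points are arrays, shaped by replicate number, and bars are the group mean ± SD of 3 arrays. In the cell cycle list shLFAR1+CCl4 replicate 3 scores 1.57 and the other 2 arrays of its group -0.05 and -0.03.

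Over all genes limma called 53, with 32 higher and 21 lower in shLFAR1+CCl4, and 2579 genes had an unadjusted p under 0.05. Replicate 3 of shLFAR1+CCl4 moved the count most: without it 1327 genes were called, among them all 53, and without NC+CCl4 replicate 2 it was 546. It was 4 without shLFAR1+CCl4 replicate 1, 8 without replicate 2, 34 and 27 without NC+CCl4 replicates 1 and 3, 34, 31 and 33 without NC replicates 1, 2 and 3, and 29, 28 and 33 without shLFAR1 replicates 1, 2 and 3. Nlrp12, Gpcpd1, Fbxo31 and the carboxylesterase Ces2a, which was 1.87-fold higher (0.90 ± 0.10, adjusted p = 0.00537), kept their call whichever array was left out. With only the 6 arrays compared in the fit, or with a test per gene without moderation and the same adjustment, 0 genes were called. At the fold change and p named by the study, with p taken as unadjusted, 707 genes passed, 164 higher and 543 lower, so that the share of higher genes was 23.2% there and 60.4% at the adjusted p.

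The third comparison, shLFAR1+CCl4 against shLFAR1, gives the CCl4 response under the knockdown virus. The metallothioneins Mt1 and Mt2 rose 50.5-fold (5.66 ± 0.44, SE, n = 3 arrays per group, adjusted p = 9.69e-05) and 32.0-fold (5.00 ± 0.53, adjusted p = 0.000895). The log2 values of Mt1 were low in shLFAR1, at 6.2 to 6.93 against 8.64 to 9.35 in NC, a difference that was not called. With CCl4 they were 11.34 to 12.78 in shLFAR1+CCl4 and 9.9 to 11.73 in NC+CCl4. Mt2 lay at 6.02 to 6.41 in shLFAR1 and 6.28 to 6.7 in NC. Saa2, Lcn2, Saa3 and Saa1 rose 26.8-fold, 24.1-fold, 16.8-fold and 13.5-fold, S100a8 and S100a9 rose 10.7-fold and 5.65-fold, and Cxcl1 and the hepatokine Fgl1 rose 8.28-fold and 5.79-fold. Susd4 fell 7.80-fold (-2.96 ± 0.31, adjusted p = 0.000776) and the lipid droplet gene Fitm1 fell 3.75-fold (-1.91 ± 0.19, adjusted p = 0.000584). Cnmd, Lhpp, Slc25a25, Lipg, Gna14, Npr2, Pfn2 and Ttc39b fell by at most 3.69-fold.

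The acute phase list stood out, with 13 of 22 genes higher and none lower (20 and 1 adjusted over the list alone), and was called with both versions of camera (adjusted p = 5.76e-38, and adjusted p = 0.0126 with an estimated correlation). Haptoglobin Hp and Itih4 of that list rose 1.42-fold and 1.47-fold. Of 42 matrix genes only Col6a1 was called over all genes, at 2.75-fold (1.46 ± 0.27, adjusted p = 0.0333), and 13 when adjusted over the list alone (camera adjusted p = 6.95e-15, and adjusted p = 0.176 with an estimated correlation). In the pro-fibrogenic panel, not independent evidence of direction, Col4a5 and Mmp2 rose 5.61-fold and 3.69-fold. There 7 of 12 rose when adjusted over the list alone (camera adjusted p = 2.74e-07, and adjusted p = 0.176 with an estimated correlation), and Col1a2 lay at a log2 change of 1.93 (adjusted p = 0.0504). Without shLFAR1+CCl4 replicate 3 the median log2 change was 0.23 instead of 0.45 for matrix genes and 0.41 instead of 0.91 for the panel. The stellate cell receptor Pdgfra rose 2.28-fold, and its list was shifted up (camera adjusted p = 0.00013, and adjusted p = 0.239 with an estimated correlation). None of 22 macrophage markers was called by limma over all genes, while 13 rose and 1 fell adjusted over the list alone (camera adjusted p = 9.03e-10, and adjusted p = 0.192 with an estimated correlation). Of antigen presentation genes 4 rose, Ctss, H2-Ab1, H2-K1 and H2-D1, at 4.57-fold, 2.98-fold, 1.38-fold and 1.34-fold (camera adjusted p = 7.2e-14, and adjusted p = 0.176 with an estimated correlation). No cell cycle gene of 43 was called by limma under either adjustment. The small upward shift of that list (median 0.48, camera adjusted p = 0.000837, and adjusted p = 0.565 with an estimated correlation) turned into a median of -0.05 without shLFAR1+CCl4 replicate 3 (adjusted p = 0.641).

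**Figure D3:**
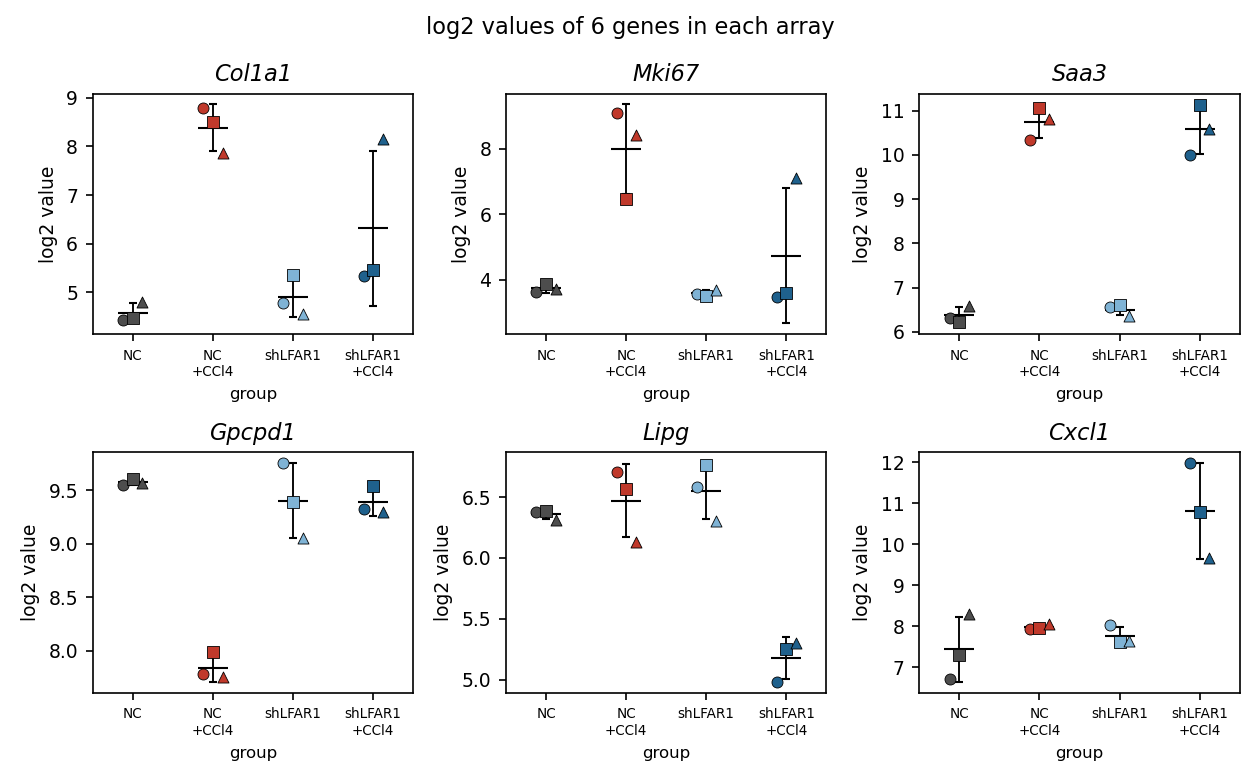
Log2 values (y axis) of 6 genes in each array by group; points are arrays, shaped by replicate number, and bars are the group mean ± SD of 3 arrays. Cxcl1 and Lipg differ between shLFAR1+CCl4 and the 3 other groups, and in Col1a1 and Mki67 replicate 3 of shLFAR1+CCl4 lies apart from the other 2 arrays of its group.

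In total limma called 74 genes in shLFAR1+CCl4 against shLFAR1, 59 higher and 15 lower, and 1960 had an unadjusted p under 0.05. Of the 74, 66 were also called in NC+CCl4 against NC, each in the same direction, where independent lists would share 5.33, and these comparisons have no array in common. The other 8, outside the naming rule unless given above, were Cxcl1, Gfpt1, Lbp, Lipg, Sema4a, Serpina3n, Tacc2 and Tifa, and none of them passed the interaction test (adjusted p from 0.0716 for Lipg to 0.568 for Serpina3n). The count was 34, 39 and 23 without shLFAR1 replicates 1, 2 and 3, and 0 genes passed a test per gene without moderation after the same adjustment.

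Across the 2378 genes called with the control virus, the median ratio of the CCl4 response with the knockdown virus to that with the control virus was 0.362 ± 0.308 (SD of 3 arrays), and 97.1% of the genes had a ratio below 1. The ratio differed between the shLFAR1+CCl4 arrays, at 0.178, 0.198 and 0.722, and was 0.158 without replicate 3. The ratio was 1.07 ± 0.04 for the 17 called acute phase genes and 0.939 ± 0.208 for the 3 called neutrophil genes. It was 0.468 ± 0.348 for 29 matrix genes and 0.214 ± 0.392 for 31 cell cycle genes. In replicates 1, 2 and 3 it was 0.224, 0.297 and 0.859 for matrix genes, and -0.00607, 0.0256 and 0.689 for cell cycle genes. For acute phase genes these were 1.1, 1.06 and 1.14, and for neutrophil genes 0.991, 1.11 and 0.704. Genes selected for a large change in one response have an inflated value there. Over the 74 genes selected by the response with the knockdown virus the ratio was 0.976.

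**Figure D4:**
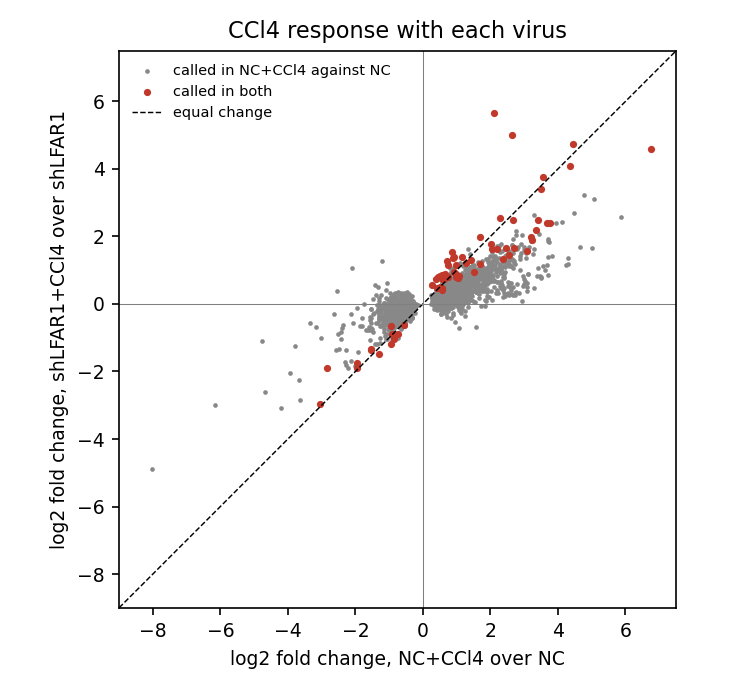
Log2 fold change of genes called in NC+CCl4 against NC (x axis) against their log2 fold change in shLFAR1+CCl4 against shLFAR1 (y axis); each point is a gene, red where it was called in both, and the dashed line marks equal change. Of the 2378 genes, 97.1% have a ratio below 1, and the 66 genes in red changed in the same direction in both.

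The interaction tests directly whether the CCl4 response differed between the viruses. It was called for 4 genes, all lowered by CCl4 under the control virus and less so or not called under the knockdown virus. Nlrp12 fell 10.1-fold with the control virus, and its response was 6.79-fold higher with the knockdown virus (2.76 ± 0.34, n = 3 arrays per group, adjusted p = 0.0174). Gpcpd1 fell 3.33-fold with the control virus and had a log2 change of -0.01 with the knockdown virus (difference 1.72 ± 0.21, adjusted p = 0.0174). Fbxo31 fell 2.35-fold against a log2 change of 0.27 (difference 1.51 ± 0.18, adjusted p = 0.0174), and Ces2a fell 2.28-fold against -0.15 (difference 1.03 ± 0.14, adjusted p = 0.0392). With the replicate number as a block Ces2a was not called (adjusted p = 0.0879). Of the 36 lists 18 were shifted by camera, 4 up and 14 down, among them the cell cycle list (median -2.15, adjusted p = 7.34e-20, and adjusted p = 0.318 with an estimated correlation) and the matrix list (median -0.58, adjusted p = 6.11e-11, and adjusted p = 0.318 with an estimated correlation). In both limma called no single gene over all genes, while 17 and 11 fell when adjusted over the list alone. At an unadjusted p under 0.05 there were 1731 genes. The gene count was 583 without shLFAR1+CCl4 replicate 3 and 164 without NC+CCl4 replicate 2, 2 without shLFAR1 replicate 3, 1 without NC+CCl4 replicate 1 or shLFAR1 replicate 1, and 0 without NC replicate 1 or 2, shLFAR1 replicate 2, or shLFAR1+CCl4 replicate 1 or 2.

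The fourth comparison, shLFAR1 against NC, asks what the knockdown virus changed without CCl4. No gene passed in limma, the smallest adjusted p being 0.785, while 504 genes had an unadjusted p under 0.05. A test per gene without moderation gave 0 after adjustment, and 3 genes passed with only the 6 arrays compared in the fit. The 5 genes with the smallest p, none of them called, were Gadd45g (log2 change -2.84 ± 0.52, n = 3 arrays per group), Mt1 (-2.36 ± 0.44), Khdc1b (-0.49 ± 0.09), 3110045C21Rik (0.99 ± 0.19) and Ifrd1 (-0.92 ± 0.18). At the fold change and p named by the study, again unadjusted, 28 genes were higher and 29 lower. The genes of cholesterol synthesis were shifted up, with a median log2 change of 0.76 over 20 genes (camera adjusted p = 8.09e-21, and adjusted p = 0.765 with an estimated correlation), as were those of fatty acid synthesis, with a median of 0.44 over 15 genes (camera adjusted p = 4.05e-07, and adjusted p = 0.772 with an estimated correlation). Single members were not called, such as the farnesyl diphosphate synthase Fdps (1.11 ± 0.44) and Scd1 (1.25 ± 0.52). Genes of fatty acid oxidation (median -0.08, camera adjusted p = 0.0275) and immediate early genes (median -0.17, camera adjusted p = 0.0412) were shifted down, both with an adjusted p = 0.993 with an estimated correlation. The count of 4 lists was 2 without shLFAR1 replicate 1, where oxidation had an adjusted p of 0.0662 and immediate early genes of 0.737. Without shLFAR1 replicate 2 these were 0.174 and 0.107, and the TGFβ and Smad list passed (0.0148). The list of the unfolded protein response passed without NC replicate 2 (0.000337). Oxidation reached 0.381 without NC replicate 1, and immediate early genes 0.997 without NC replicate 2 and 0.056 and 0.0567 without NC+CCl4 replicates 2 and 3.

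The genes changed by CCl4 were then set against those changed by the knockdown virus within CCl4-treated livers. Of the 53 genes called in shLFAR1+CCl4 against NC+CCl4, 49 (92.5%) had been called in the opposite direction in NC+CCl4 against NC and 0 in the same direction. The remaining 4 were Cxcl1, Garem1, Junb and Lipg, of which Garem1 lies outside the naming rule. Simulated groups with the CCl4 change, no change by the virus and the NC+CCl4 arrays shared in the same way gave 0.03 opposite genes on average (0 to 2), but they called only 0.04 knockdown genes on average, so this says little. At the threshold of the study 620 of 707 genes (87.7%) changed in opposite directions and 3 in the same. At that threshold the same simulations gave 43.1 opposite genes among 88.3 knockdown genes on average, with a range of 0 to 354. The overlap of 49 was 1181 without shLFAR1+CCl4 replicate 3, 503 without NC+CCl4 replicate 2, 4 and 7 without shLFAR1+CCl4 replicates 1 and 2, 29 and 24 without NC+CCl4 replicates 1 and 3, 28 without any 1 of the NC replicates, and 26, 25 and 29 without shLFAR1 replicates 1, 2 and 3.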

Values the study reported

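The study reported 1598 mRNAs higher and 620 lower in CCl4-treated mice given the control virus. With the knockdown virus it reported that CCl4 raised 292 mRNAs and lowered 112. Between both CCl4-treated groups, 133 mRNAs were given as higher and 178 as lower with the knockdown virus. Of these 311, the study counted 234 among the genes deregulated by CCl4 under the control virus. The threshold it names for the arrays is a fold change over 1.6 with P under 0.05.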

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

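The interaction test and the left-out arrays were planned, while the tests of explanations and the other splits were chosen after results had been seen, except the one for a wrong label. The test of a different CCl4 response under both viruses drew attention to Nlrp12, Gpcpd1 and Fbxo31 (adjusted p = 0.0174 each) and to Ces2a (adjusted p = 0.0392, and 0.0879 with the replicate number as a block). Among gene lists it did so for cell cycle (adjusted p = 7.34e-20), collagens and matrix (6.11e-11), antigen presentation (5.84e-06), matrix crosslinking (1.74e-05), fatty acid synthesis (4.02e-05), stellate cells (5.65e-05), interferon response (5.65e-05) and cholesterol synthesis (8.3e-05). The same test gave 0.00023 for macrophages, 0.000295 for hepatocyte secreted proteins, 0.000681 for the pro-fibrogenic panel, 0.00135 for bile acids, 0.00213 for endothelium and 0.00871 for cholangiocytes. It gave 0.0179 for TGFβ and Smad genes, 0.0209 for male-biased genes, 0.0223 for ribosomal proteins and 0.0343 for the acute phase. With an estimated correlation all 18 lay between 0.318 and 0.604. Single arrays ended the call of 7 of them. These were TGFβ (0.0687 without NC+CCl4 replicate 2, 0.0579 without shLFAR1 replicate 2, 0.101 without shLFAR1+CCl4 replicate 1), macrophages (0.0572 without NC+CCl4 replicate 2) and cholangiocytes (0.0579 without shLFAR1 replicate 2, 0.0869 without shLFAR1+CCl4 replicate 1). The interferon list had 0.323 without NC+CCl4 replicate 2. Male-biased genes reached 0.325 and 0.123 without shLFAR1+CCl4 replicates 2 and 1, 0.192 without NC+CCl4 replicate 3 and 0.0616 without NC replicate 2. Ribosomal proteins had 0.25 without NC+CCl4 replicate 3, 0.139 without shLFAR1 replicate 2, 0.131 without shLFAR1+CCl4 replicate 3 and 0.0625 without NC replicate 3. The acute phase had 0.93 without NC+CCl4 replicate 1 and 0.141 without shLFAR1+CCl4 replicate 3. Without NC replicates 1 and 3 it had 0.0854 and 0.0633, and without shLFAR1 replicates 2 and 3 0.0516 and 0.0727.

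Probe sets without a single gene symbol, 10092 in number, lie outside the comparisons of the report. Of these 250 were called in NC+CCl4 against NC (176 higher, 74 lower), 1 in shLFAR1+CCl4 against NC+CCl4 (lower) and 11 in shLFAR1+CCl4 against shLFAR1 (3 higher, 8 lower).

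The array shLFAR1+CCl4 replicate 3 stood with the NC+CCl4 arrays, and on genes that separate both groups it lay nearer to the other 2 arrays of its own group in 26.1% of genes, within the 16.4% to 40.5% of NC+CCl4 arrays tested in the same way (SD 12.4), so a wrong label could account for its place. It lay with its own group in called genes such as Gpcpd1 (9.3 against 7.75 to 7.99 in NC+CCl4), Lipg (5.3 against 6.13 to 6.71) and Cxcl1 (9.65 against 7.94 to 8.05), but these were called with that array included and do not decide. A full response to CCl4 or a failed knockdown in that animal stays open too. For CCl4-treated mice with the knockdown virus the study describes silencing in liver, less fibrosis by staining and hydroxyproline, and lower PCR values of pro-fibrogenic genes. These are described for groups and not per array, so they do not decide about this array. An exchange with NC+CCl4 replicate 2 would give 477 called genes against 53, and that array lay nearer to shLFAR1+CCl4 in 40.5% of genes, but it lay at 34.8 on the first component, far from -6.8 and -9.66, which counts against an exchange. RNA quality stays open, as the difference between 3′ and 5′ signal was 1.07 log2 units for beta-actin, but only 0.033 for Gapdh. In the other arrays apart from NC+CCl4 replicate 1 it was 0.704 to 0.94 for beta-actin and at most 0.007 for Gapdh. In NC+CCl4 replicate 1 these were 1.31 and 0.716.

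Genes changed by CCl4 moved the other way with the knockdown virus, and both comparisons use the NC+CCl4 arrays. The covariance of the log2 changes was -0.136, which is -0.116 from the mean of simulated unchanged groups (-0.0197, from -0.0606 to 0.0148), while the correlation of -0.824 lay within their range (-0.965 to 0.829). In simulations that kept the CCl4 change, 2 of 100 reached that covariance (lowest -0.14) and 0 of 100 that correlation (lowest -0.741) or the 620 opposite genes at the threshold of the study (highest 354). The simulations permuted whole arrays and did not keep the replicate numbers, which were taken to pair both CCl4 groups. The simulations also gave all groups the same spread. The median SD over genes was 0.172 in the shared NC+CCl4 arrays, against 0.106 to 0.143 in the other groups. Under equal spread and without pairing, the covariance and the opposite genes count against the shared arrays as the whole cause. Whether they still would with the larger spread of the NC+CCl4 arrays was not tested.

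Male-biased liver genes fell in NC+CCl4 and were low in shLFAR1+CCl4 replicate 3. Female mice are excluded, since the Y-linked gene Eif2s3y lay at most 0.49 log2 units below the NC mean (-0.49), at 8.18 to 8.9 against 8.26 to 9.01 in the other arrays. A lower share of hepatocytes is excluded as the whole cause, since the score of hepatocyte secreted proteins in NC+CCl4 was -0.184 and the male-biased genes had a median of -2.87. No biological explanation beyond the groups was tested.

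Arrays were also split in other ways within each comparison. For the interaction, 3 of 100 splits, the real one among them, gave as many genes as the real 4, with at most 7 in another. For its lists 7 of 100 gave as many as the real 18, with at most 19, so chance is not excluded there. The other comparisons allow 10 splits, too few for a share under 0.05, and their counts of splits as large include the real one. The real split gave 2378 genes in NC+CCl4 against NC and the highest other 0, and for lists 20 and 17, with 1 split as large in both. In shLFAR1+CCl4 against shLFAR1 these were 74 and 0 for genes (1 as large), and 19 and 19 for lists (2 as large). In shLFAR1 against NC they were 0 and 0 for genes (10 as large), and 4 and 6 for lists (3 as large). In shLFAR1+CCl4 against NC+CCl4 the real split gave 53 genes, and 3 splits, the real one among them, gave as many. The highest other gave 477, with shLFAR1+CCl4 replicate 3 beside NC+CCl4 replicates 1 and 3. These 10 splits ignore the replicate number, which was taken to pair these groups. Both larger ones, with 477 and 79 genes, put 2 arrays of the same number on one side. Among the splits that keep arrays of the same number on opposite sides, the real one gave the most, 53 against 11, 0 and 0. Such splits are too few for a share under 0.05, and the pairing was read from these same arrays. The splits with 477 and 79 genes are therefore not set aside, and a structure of the samples other than their groups stays open. The lists in that comparison gave 18 and 17 (1 as large).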

How the results depend on the processing

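The alternatives were planned, except the test of list scores within pairs of the same replicate number, which was chosen after the data were seen and kept the direction of all 4 scores. Of the genes named in NC+CCl4 against NC, 134 were called, of which 27 kept the call in every alternative and 107 lost it in at least 1. In shLFAR1+CCl4 against NC+CCl4 all 25 lost it in at least 1, in shLFAR1+CCl4 against shLFAR1 all 30, and in the interaction all 4, and 0 called genes reversed. Settings not given below kept each count within 1.5 times. The floors for linear values were not run. Quantile normalization and median centring moved an array median by at most 0.0698 and 0.0412 log2 units, so they test little. Low signal limits genes near background, for which a change is understated.

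The count in NC+CCl4 against NC was 3645 over all probe sets, more than once per gene by construction, 1262 with a Student test at the threshold of the study, 280 with that test and adjustment, and 1356 with a fold change over 1.6 added. For shLFAR1+CCl4 against NC+CCl4 it was 0 with only the 2 groups in the fit, 919 with array quality weights, 176 with the Student test at the threshold of the study and 0 after adjustment. At that threshold limma gave 707 genes and 1126 probe sets. For shLFAR1+CCl4 against shLFAR1 it was 375 with weights, 240 and 0 with the Student test, and 483 genes and 747 probe sets at the threshold of the study. In shLFAR1 against NC it was 3 with only the 2 groups, 31 with the Student test, and 57 genes and 91 probe sets. For the interaction it was 2 with the mean of probe sets, 393 with weights, and 728 genes and 1229 probe sets. The overlap in opposite directions was 0 with only the 2 groups, 813 with weights, 620 genes and 982 probe sets at the threshold of the study, and 130 and 0 with the Student test. The response ratio was 0.976 when genes were selected by the response under the knockdown virus. The 2-group fit has fewer arrays and also leaves out groups of a different spread, and these were not told apart. Apart from that fit, the lower threshold and the selection itself, the cause was not tested.

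Leaving out 1 array at a time, the counts ranged from 1263 to 2923 in NC+CCl4 against NC, from 4 to 1327 in shLFAR1+CCl4 against NC+CCl4 and from 23 to 110 in shLFAR1+CCl4 against shLFAR1. They stayed at 0 in shLFAR1 against NC, and ranged from 0 to 583 for the interaction and from 4 to 1181 for the overlap. The response ratio ranged from 0.158 to 0.459. Called lists numbered 20 to 21, 15 to 18, 18 to 20 and 2 to 4 in the 4 comparisons in the order given, and 14 to 18 in the interaction. The acute phase list in shLFAR1+CCl4 against NC+CCl4 had an adjusted p of 0.000335 to 0.92, reversed at 0.92 without NC+CCl4 replicate 1, and the cell cycle list in shLFAR1+CCl4 against shLFAR1 one of 8.57e-07 to 0.641, reversed at 0.641 without shLFAR1+CCl4 replicate 3. For both, the cause was not tested.

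Called lists numbered 0, 0, 1, 0 and 0 in the 4 comparisons and the interaction when camera estimated the correlation. Directional fry gave 23 in NC+CCl4 against NC, of which 18 were also called by camera at the preset correlation in the same direction. It gave 0 in shLFAR1+CCl4 against NC+CCl4, 3 in shLFAR1+CCl4 against shLFAR1, 0 in shLFAR1 against NC and 0 in the interaction. Mixed fry gave 31 in NC+CCl4 against NC, 0 in shLFAR1 against NC and 0 in the interaction. With members above the median of all genes, the matrix and macrophage scores in NC+CCl4 against NC were 1.656 and 1.974, and the cell cycle score in shLFAR1 against NC was 0.083. The cause was not tested.

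With the replicate number as a block (replicate block), the counts were 2440, 55, 97 and 0 in the 4 comparisons, 4 in the interaction and 50 in the overlap, so no count moved by over 1.5 times. Which genes were called did change, since 39 of the 53 in shLFAR1+CCl4 against NC+CCl4 were called in both fits. In that comparison, whose arrays the number was taken to pair, the block ended the call of 5 named genes, given in the report. It changed the call of no other named gene and of no list. In the other groups the arrays share only a number. Of the 4 interaction genes 3 were called in both fits, and Ces2a was not (adjusted p = 0.0879). Over all groups, 5 of 18 pairs with the same number had deviations correlated over 0.1 (-0.135 to 0.229), against 3 of 36 other pairs (-0.251 to 0.188).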

Other observations

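The lists described here were fixed in advance, and the examples within them were picked after their values were seen. In NC+CCl4 against NC markers of cholangiocytes and progenitor cells rose, 6 of 13 (camera adjusted p = 2.36e-05, and adjusted p = 0.0968 with an estimated correlation), with the keratins Krt8 and Krt18 at 2.25-fold and 2.04-fold. Of 18 endothelial markers 2 rose (camera adjusted p = 0.0114, and adjusted p = 0.216 with an estimated correlation). Chemokines and cytokines were shifted up, 8 of 26, with the T cell attractant Ccl5 at 2.84-fold (camera adjusted p = 0.00114, and adjusted p = 0.24 with an estimated correlation). Of 18 lymphocyte markers 4 rose, and the list did not pass (camera adjusted p = 0.239). Of 20 genes of cholesterol synthesis 5 rose, among them Sqle at 3.76-fold and Dhcr7 at 2.56-fold (camera adjusted p = 1.06e-05, and adjusted p = 0.362 with an estimated correlation). Of 34 genes of xenobiotic metabolism 11 fell and 5 rose. In that list Ugt2b1 fell 2.79-fold and Cyp2c55 rose 4.93-fold, the median was -0.11 and the mean 0.10, and it did not pass (camera adjusted p = 0.226). Of 15 pericentral genes 6 fell and 3 rose, with Glul 3.63-fold lower, and the list did not pass (camera adjusted p = 0.0897), though its adjusted p was 0.00723 without shLFAR1+CCl4 replicate 3 and 0.0377 without NC+CCl4 replicate 2.

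Interferon targets lay lower in shLFAR1+CCl4 against NC+CCl4, with 0 of 25 called by limma and 1 adjusted over the list alone (median -0.60, camera adjusted p = 5.53e-07, and adjusted p = 0.403 with an estimated correlation), and the adjusted p was 0.259 without NC+CCl4 replicate 2. Genes of matrix crosslinking lay lower as well, with Timp3 called and 9 of 28 adjusted over the list alone (camera adjusted p = 1.35e-08, and adjusted p = 0.178 with an estimated correlation). So did endothelial markers, with 0 of 18 called by limma and 3 adjusted over the list alone (camera adjusted p = 0.000573, and adjusted p = 0.178 with an estimated correlation). Chemokines and cytokines were shifted up in shLFAR1+CCl4 against shLFAR1, with Cxcl1 called and 4 of 26 adjusted over the list alone (camera adjusted p = 1.03e-06, and adjusted p = 0.179 with an estimated correlation). Male-biased genes lay lower there, with Susd4 called and 7 of 10 adjusted over the list alone (camera adjusted p = 8.04e-09, and adjusted p = 0.192 with an estimated correlation). Their median was -2.28, and -0.86 without shLFAR1+CCl4 replicate 3 (camera adjusted p then 2.88e-10, with 3 genes called).

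At the fold change and p named by the study, with p unadjusted, limma called 395 genes lower and 1214 higher in NC+CCl4 against NC. For probe sets these were 768 and 1899. Both counts of genes are lower than the values quoted from the study above, and both counts of probe sets are higher. At the same threshold 543 genes were lower and 164 higher in shLFAR1+CCl4 than in NC+CCl4 with limma. With a Student test per gene these were 105 and 71. Both limma counts are higher than the values quoted above, and both counts of the other test are lower. The totals for that comparison were 707 genes with limma and 176 with the Student test. Again the limma count is higher than the value quoted above and the other lower. The genes changed in opposite directions in both comparisons numbered 620 with limma and 130 with the Student test. The number in common quoted above is not stated to hold opposite directions alone, so the counts are not of the same kind. Genes changed in the same direction numbered 3 with limma and 0 with the Student test. In shLFAR1+CCl4 against shLFAR1 limma gave 389 genes higher and 94 lower at that threshold, and the Student test 176 and 64. The value quoted above for higher mRNAs lies between both tests, and that for lower mRNAs is above both.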
